A study of Mus musculus with 6 samples. Its data were reported in "Identification of the Potential Gene Regulatory Networks and Therapeutics in Aged Mice With Postoperative Neurocognitive Disorder" (2021).

How the data were processed

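The measurements were mRNA levels in the prefrontal cortex of aged male C57BL/6 mice, 18 months old per the labels. Prefrontal cortex is the front part of the cortex. The PND group (a model of postoperative neurocognitive disorder) had isoflurane anesthesia and an exploratory laparotomy, which is surgical opening and inspection of the abdomen. The CON group had neither. Each group held 3 animals, and each animal gave 1 sample. The group of every sample came from its treatment label, and the replicate number came from its title. In the study the tissue was taken after a Barnes maze session, a spatial memory test.

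The authors removed ribosomal RNA, sequenced the libraries on an Illumina instrument, filtered the reads with Seqtk and aligned them with HISAT2. Fragments per gene were then counted by the authors with StringTie, scaled between samples by TMM (trimmed mean of M values) and converted to FPKM, the number of fragments per kilobase of exon scaled by sequencing depth. The deposited values were these FPKM, in 1 column per animal, for 21006 Ensembl mouse gene identifiers in the same order in all 6 samples. The genome build and annotation were not stated in the methods, nor was the use of strand in counting. Reads that fall in overlapping genes or in near-identical gene copies could therefore have been divided between genes in a way that was not known here. The authors tested for differences with edgeR and limma.

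Gene symbols were matched by identifier to a mouse gene name table, and 20866 of the 21006 identifiers had a symbol. Coordinates, biotypes, exon lengths and GC content came from GENCODE release M21 on GRCm38, which held 20877 of the identifiers. Exon length was the length of all exons of a gene after merging overlaps, and GC content was that of the longest transcript. These coordinates describe GRCm38 and were not taken from the deposited values.

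The depth was not given, and it was estimated from the values. At low levels the product of FPKM and exon length moved in steps, and the lowest step was taken as 1 fragment. The step gave an effective depth of 8849394, 7904360 and 9386840 fragments for PND replicates 1 to 3 and of 7495296, 8146284 and 7191893 for CON replicates 1 to 3. Between 41.1% and 44.7% of the values from 0.5 to 20.5 fragments lay within 0.05 of a whole number, against 10% for values without steps. The exon lengths of the authors were thus not the same as those used here for every gene, and fragment numbers below are estimates. They were used to describe precision and in an alternative test, and the FPKM were used for all reported comparisons. A count of 3 fragments was taken as the floor. Where all CON samples lay at or under it, the mean of the PND samples was divided by the floor. Such ratios allow for counting error in CON only, and not for counting error or spread in PND.

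PND was compared with CON in limma 3.58.1 under R 4.3.3. The test used lmFit and eBayes with an intensity trend on log2(FPKM + 0.1), over the 18185 genes with a mean of at least 0.1 FPKM in the 6 samples, with no covariate. Fold changes are on this log2(FPKM + 0.1) scale, which understates the change of genes with low values. A gene passed the study's cut-off when its absolute log2 fold change was above 1 and its unadjusted p was below 0.05. Adjusted p-values followed Benjamini and Hochberg over all genes tested, and for the list of 13 study genes also over that list alone. Gene sets were tested with camera of limma, two-sided, with the preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 16 sets. The sets were lists of marker genes of cell types, of neighbouring regions and of responses, and they held none of the 13 study genes. The tests, the sets, the grouping and the alternatives not marked otherwise below were fixed before the data were examined.

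The genes named were fixed by a rule as well. They were the 13 mRNAs that the study names as hub genes, qRT-PCR targets or predicted miRNA targets, whatever their values. Added to these were the 5 genes with the smallest p among those higher in PND and the 5 among those lower, taken from genes past the cut-off that had a symbol and whose 3 samples of one group all lay above the 3 of the other. Any other gene named was singled out after its values were seen.

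The fit was tested on simulated fragments drawn for the real genes at the real depths, with a dispersion of 0.02 and 200 genes changed 4-fold. This was done after a first look at the comparison, and nothing in the fit was changed by it. Of 18024 simulated genes tested, 199 were changed genes, and 191 of these (96.0%) passed the cut-off in the right direction. The cut-off was also passed by 186 unchanged genes, 167 of them with less than 1 FPKM. All 153 changed genes with at least 1 FPKM were recovered (100%). Adjusted p-values below 0.05 were given to 187 genes, of which 10 were unchanged.

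The samples share the replicate numbers 1 to 3 across groups. The numbers come from the sample titles, and same-numbered samples are different animals. A fit with the replicate number as a block was made beside each result. Other alternatives were pseudocounts of 1 and 0.01, no filter on low values or a mean of at least 1 FPKM, quantile normalization, centring of each sample on the median of genes with at least 1 FPKM, no intensity trend, fold change from the ratio of group means, an unadjusted p below 0.01, an inter-gene correlation estimated from the samples, and leaving out each sample in turn. A correction of each sample for GC content (a loess of its deviations from the gene means, span 0.3), the same correction with the replicate block, and limma voom on the estimated fragment numbers were added after seeing the data. Near-identical copies were searched with blastn 2.17.0 among the M21 transcripts, counting matches of at least 95% identity over at least 100 bases outside a gene's own exons. Other calculations used Python 3.11.15 with scipy 1.17.1. The circRNA, miRNA, behavioural and qRT-PCR measurements of the study were not analysed here.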

Results

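mRNA levels were measured in the prefrontal cortex of 6 aged male mice. The PND group (n = 3) had isoflurane anesthesia plus exploratory laparotomy, and the CON group (n = 3) had no anesthesia or operation. FPKM were given for 21006 genes, of which 16078 were protein-coding in GENCODE M21. The sum of all FPKM ranged from 215640 in PND replicate 1 to 240447 in PND replicate 2. The number of genes listed at 0 ranged from 1496 in PND replicate 3 to 2289 in CON replicate 3. The 13 mitochondrial genes took between 30.4% and 38.8% of the FPKM of a sample. No pair of the 15 sample pairs held identical values. The effective depth, estimated from the steps of the low values, lay between 7191893 and 9386840 fragments per sample. At the median of the genes tested this corresponded to 72.3 fragments per sample.

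The samples were first compared without regard to group, over the 12387 genes with a mean of at least 1 FPKM. Spearman correlations between samples, across genes, ranged from 0.898 to 0.961. Their mean was 0.941 within groups and 0.946 between groups, so samples of the same group were no more alike than samples of different groups. The first principal component held 45.6% of the variance, and all 3 PND samples lay on it within the range of the CON samples, whose ends were CON replicate 1 and CON replicate 2. The second component held 15.7% of the variance, and on it the PND samples (-13.9, -10.8 and -9.58) all lay below the CON samples (-1.23, 2.27 and 33.2), with CON replicate 3 farthest from the rest. Across the 12323 genes with a GC content, which are not independent replicates, the gene loadings on the first component followed GC content with a Spearman rho of -0.68. In the decile of genes with the highest GC content (median 58.5%), the median deviation from the gene mean was 0.49 on the log2 scale in CON replicate 2 and 0.37 in PND replicate 3. In the same decile it was -0.56 in CON replicate 1 and -0.30 in PND replicate 2. The dependence on GC content thus ran in opposite directions within both groups. The labels gave no sequencing batch.

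**Figure D1:**
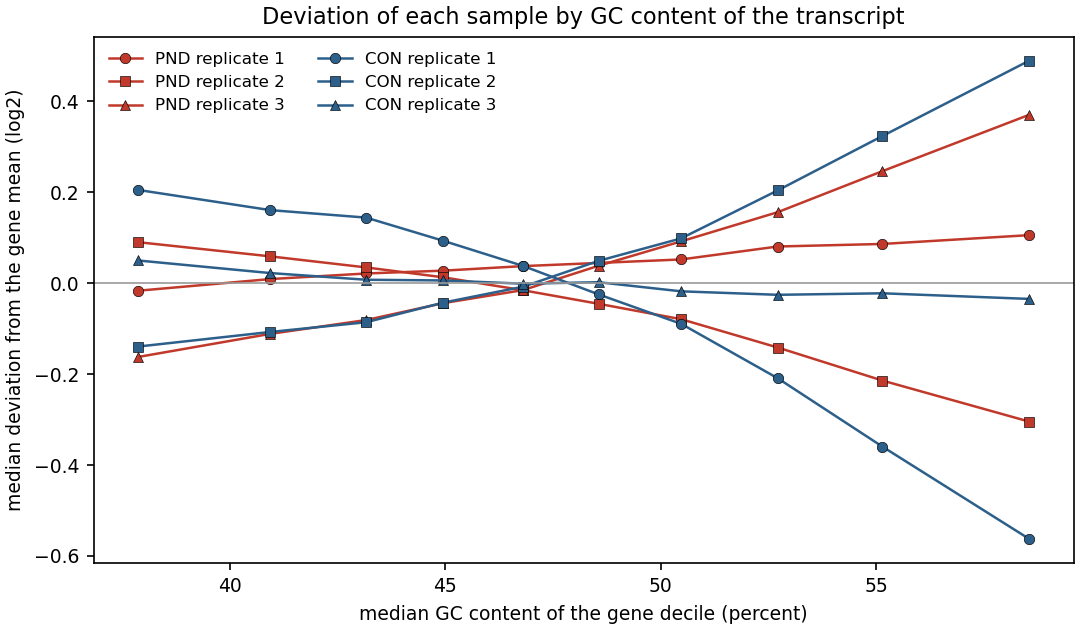
Median deviation of each sample from the gene mean (log2 scale, vertical axis) in 10 deciles of genes ordered by GC content of the longest transcript (horizontal axis, percent), with a line per sample, red for PND and blue for CON. At the highest GC content CON replicate 2 (0.49) and PND replicate 3 (0.37) lie above the gene mean, and CON replicate 1 (-0.56) and PND replicate 2 (-0.30) lie below it.

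To ask which mRNAs differed after anesthesia and surgery, PND was compared with CON over 18185 genes. A total of 241 genes passed the study's cut-off, of which 153 were higher and 88 were lower in PND. The alternative that moved this count most was a pseudocount of 1, under which 25 genes passed, 13 higher and 12 lower. With quantile normalization the count was 240 with 124 higher and 116 lower, and with median centring it was 254 with 161 higher and 93 lower. An unadjusted p below 0.05 was found for 569 genes (3.13% of those tested), against 909 genes (5%) if p-values without differences were evenly spread. After adjustment by limma and Benjamini-Hochberg, 2 genes had a p below 0.05, Ctla2a and Ino80d. In 199 of the 241 genes the 3 samples of one group all lay above those of the other. Over all genes tested this was so for 1393 (7.66%), and chance gives 10%.

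Most of the genes past the cut-off had low values. A mean below 1 FPKM was found for 180 of the 241 genes (74.7%), against 5798 of the 18185 genes tested (31.9%). The median of the called genes corresponded to 4.50 fragments per sample. In 161 of the 239 called genes with a fragment estimate, the 6 samples together held fewer than 60 fragments. In 27 called genes no sample held more than 3 fragments. When only genes with at least 1 FPKM were tested, 59 genes passed the cut-off, 35 higher and 24 lower.

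**Figure D2:**
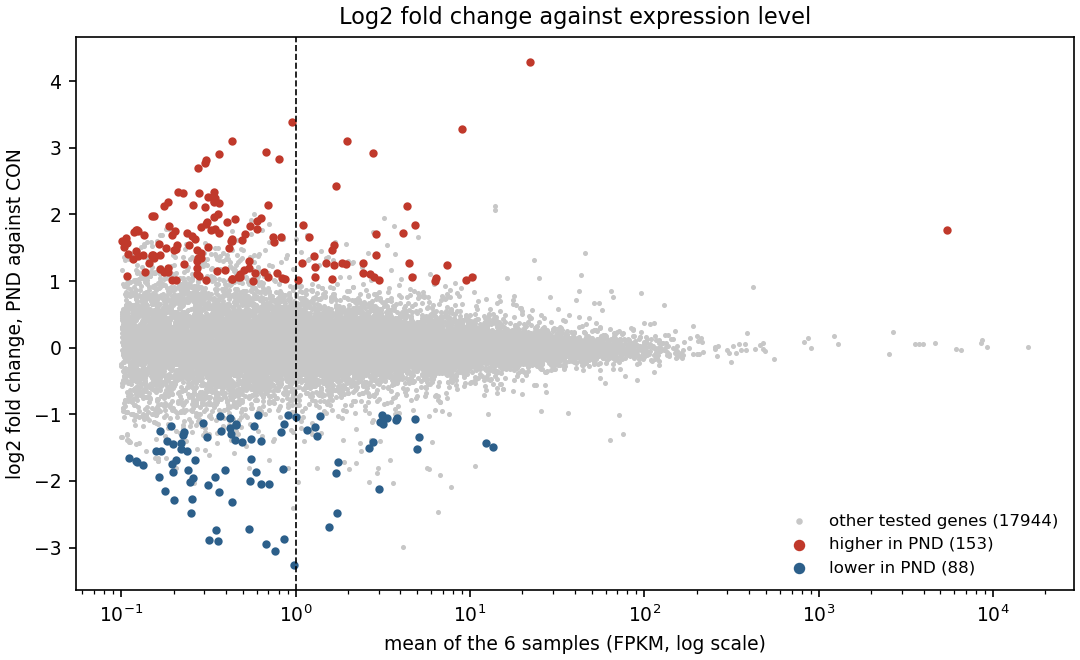
Log2 fold change of PND against CON (vertical axis) against the mean FPKM of the 6 samples (horizontal axis, log scale) for the 18185 genes tested, each point a gene. Red points are the 153 genes higher and blue points the 88 genes lower in PND past the cut-off, and 180 of these 241 lie left of the dashed line at 1 FPKM.

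The replicate numbers are shared by the groups, so it was checked whether same-numbered samples deviated together. The correlation of their deviations from the group means, across genes, was -0.049 for replicate 1, -0.45 for replicate 2 and 0.027 for replicate 3, with a mean of -0.157. The mean over differently numbered pairs was 0.079. Deviations from a group mean cancel within the group, so this value follows nearly from the mean of -0.157 and is no separate reference. With the replicate number as a block, 226 genes passed the cut-off instead of 241, with 136 higher and 90 lower, and 197 of them were among the 241. No gene (0) had an adjusted p below 0.05 in the block fit, and 361 had an unadjusted p below 0.05. After GC correction with the block, 270 genes passed the cut-off, 0 genes had an adjusted p below 0.05, and 641 had an unadjusted p below 0.05. The GC correction was chosen after seeing the data.

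The gene with the smallest p was Ctla2a (ENSMUSG00000044258, chromosome 13, 60934155 to 60936625 in GRCm38, protein-coding). Its level was 7.19 ± 0.949 FPKM (SD, n = 3) in PND and 1.57 ± 0.120 FPKM in CON, a log2 fold change of 2.12 (SE 0.17) with an adjusted p of 0.0474. Its transcript shares a stretch of 435 bases with the near-identical Ctla2b, and its exons overlap those of Gm49391 and Gm49393, so its level is uncertain. Ino80d (ENSMUSG00000040865, chromosome 1, 62958418 to 63114667, protein-coding) had 6.43 ± 0.185 FPKM in PND and 1.88 ± 0.130 FPKM in CON. Its log2 fold change was 1.72 (SE 0.15) with an adjusted p of 0.0474, and its exons overlap those of Ino80dos on the opposite strand. Both genes lost an adjusted p below 0.05 with the replicate block, with GC correction and the block, with quantile normalization, with a pseudocount of 1 and with no filter. Without the intensity trend 2 genes had an adjusted p below 0.05, and 0 of them were among these. The same held without PND replicate 1. Across the fits that left out a sample, the adjusted p of Ino80d ranged from 0.0544 to 0.383. That of Ctla2a was 0.0446 without CON replicate 1 and at least 0.111 in the others. Median centring gave 0.0728 for Ino80d and 0.0485 for Ctla2a, and voom gave 0.00704 and 0.0546. GC correction alone gave 0.0152 for both. The next genes higher in PND were Sult1a1 and Zfp398, whose adjusted p-values were above the threshold. Sult1a1 (ENSMUSG00000030711, chromosome 7, 126672865 to 126676432) had 7.63 ± 0.647 against 2.10 ± 0.570 FPKM, with an adjusted p of 0.114, and overlaps Sgf29 on the opposite strand. Zfp398 (ENSMUSG00000062519, chromosome 6, 47835661 to 47873537) had 6.39 ± 0.198 against 2.59 ± 0.262 FPKM, with an adjusted p of 0.116, and shares stretches of at most 128 bases with 202 other genes. The remaining gene of this list, Gm43558 (ENSMUSG00000106628, chromosome 3, 134357292 to 134357501, biotype TEC), had an unadjusted p of 0.000101. This rested on an estimate of 1 fragment in each PND sample, and the gene was listed at 0 in each CON sample, so no fold change is given. Transcripts of 17 other genes match it nearly identically.

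Among genes lower in PND, Rab12 (ENSMUSG00000023460, chromosome 17, 66494512 to 66519729, protein-coding) had the smallest p. It had 6.66 ± 0.105 FPKM in PND and 18.2 ± 3.11 FPKM in CON, a log2 fold change of -1.43 (SE 0.14) with an adjusted p of 0.103. Ube2l3 (ENSMUSG00000038965, chromosome 16, 17152013 to 17202649) had 2.53 ± 0.353 against 7.42 ± 0.450 FPKM, a log2 fold change of -1.52 (SE 0.16) and an adjusted p of 0.105. Its exons overlap Ydjc on the opposite strand, and transcripts of 7 other genes match it nearly identically. Ccdc115 (ENSMUSG00000042111, chromosome 1, 34436670 to 34439672) had 1.09 ± 0.342 against 4.96 ± 0.493 FPKM, a log2 fold change of -2.13 (SE 0.24) and an adjusted p of 0.114. It overlaps Gm28306 and matches Gm7774 over 245 bases. Gm10999 (ENSMUSG00000078840, chromosome 8, 129129097 to 129131661) was listed at 0 in the PND samples and held an estimated 1 fragment in each CON sample, so no fold change is given beside its unadjusted p of 5.55e-05. Gm17080 (ENSMUSG00000067389, chromosome 17, 45586120 to 45588377, antisense) was also listed at 0 in PND. It held about 13.0 fragments over the 3 CON samples (0.716 ± 0.364 FPKM, unadjusted p 0.00042), and it overlaps Slc29a1 on the opposite strand. Ino80d, Ctla2a, Zfp398, Rab12, Ube2l3 and Ccdc115 were among 99 genes whose samples fell into 2 separate levels, most of them along other splits of the samples than PND against CON.

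The 13 genes named by the study were then examined. Of these, 12 passed the filter on low values, 7 had an unadjusted p below 0.05, and the same 7 passed the cut-off. Over the list alone 6 had an adjusted p below 0.05, and over all genes tested 1 did, Ino80d. Because the study chose these genes from the same samples, the adjustment over the list shows no independent stability. By qRT-PCR on tissue not used for sequencing, the study reports significantly higher Agt, Chrnb1, Ino80d, Slco1b2 and Sncg in PND. Those measurements were not analysed here. With the replicate block, whose check gave the mean correlation of -0.157, 6 genes had an unadjusted p below 0.05, as Slco1b2 moved to 0.0598.

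Among the hub genes of the study, Agt (ENSMUSG00000031980, chromosome 8, 124556534 to 124569706) had 1.86 ± 0.460 FPKM in PND and 0.745 ± 0.197 FPKM in CON (SD, n = 3). Its log2 fold change was 1.21 (SE 0.29), with an unadjusted p of 0.00339 and an adjusted p of 0.0120 over the list and 0.9999 over all genes. The estimate was 93.0 fragments over the PND samples and 32.0 over the CON samples. Chrm5 (ENSMUSG00000074939, chromosome 2, 112479171 to 112480769) had 0.666 ± 0.292 against 0.168 ± 0.092 FPKM, an unadjusted p of 0.0120 and an adjusted p of 0.0312 over the list. No CON sample was above 3 fragments, and the PND mean was 2.70 times the floor. Grp (ENSMUSG00000024517, chromosome 18, 65872820 to 65886596) had 0.224 ± 0.126 against 0.616 ± 0.098 FPKM, a log2 fold change of -1.21 (SE 0.38), an unadjusted p of 0.0146 and an adjusted p of 0.0316 over the list. Grp held an estimated 8.77 fragments over the PND samples and 20.9 over the CON samples. The other hub genes had an unadjusted p above 0.05. Trh had a log2 fold change of 1.39 (SE 0.86, unadjusted p 0.150), and its PND values ranged from 0.091 to 1.39 FPKM. Leaving out PND replicate 2 moved its fold change to 2.23 (unadjusted p 0.0187). It was 0.754 without PND replicate 3 and 0.763 without CON replicate 3, with unadjusted p-values of 0.430 and 0.417. Top2a had 0.0853 ± 0.0035 against 0.188 ± 0.030 FPKM, and its 3 PND values all lay below its CON values by more than the spread between replicates. Top2a held an estimated 5.9 to 7.6 fragments per PND sample and 10.9 to 14.3 per CON sample, so this separation rests on few fragments. On the log2(FPKM + 0.1) scale its log2 fold change was -0.63 (SE 0.37, unadjusted p 0.130), and with voom on estimated fragments its unadjusted p was 0.0178. Hcrtr1 was below the filter with 0.022 ± 0.019 against 0.154 ± 0.130 FPKM, and without a filter its unadjusted p was 0.0634. It was 0.0111 with GC correction, 0.0285 with GC correction and the replicate block, and 0.0494 with voom.

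Sncg (ENSMUSG00000023064, chromosome 14, 34370274 to 34374789) had 1.79 ± 0.926 FPKM in PND and was listed at 0 in CON replicates 1 and 2 and at 0.326 FPKM in CON replicate 3. The PND mean was 3.87 times the floor. In the fit Sncg had an unadjusted p of 0.00156 and an adjusted p of 0.0101 over the list. Chrnb1 (ENSMUSG00000041189, chromosome 11, 69784036 to 69795943) had 0.260 ± 0.039 FPKM in PND, about 17.1 fragments over 3 samples, and was listed at 0 in 2 of the 3 CON samples. The PND mean was 1.67 times the floor. In the fit Chrnb1 had an unadjusted p of 0.00368 and an adjusted p of 0.0120 over the list. Slco1b2 (ENSMUSG00000030236, chromosome 6, 141629518 to 141686646) had 0.230 ± 0.106 against 0.0442 ± 0.0028 FPKM, and its PND mean was 2.87 times the floor. Its log2 fold change was 1.14 (SE 0.43), with an unadjusted p of 0.0327 and an adjusted p of 0.0607 over the list. Syngr2, Fzd2 and Tmem56 had unadjusted p-values of 0.0867, 0.0916 and 0.233. The p was 0.0350 for Syngr2 without CON replicate 1 and 0.0231 for Fzd2 without PND replicate 2. For Tmem56 it was 0.00324 without CON replicate 3, with a log2 fold change of -2.73 in place of -1.41. The other fits that left out a sample kept each of these genes above 0.05. With GC correction the p was 0.0279 for Syngr2 and 0.0467 for Fzd2. With GC correction and the replicate block it was 0.0417 for Syngr2 and 0.0652 for Fzd2. Tmem56 was at 13.99 and 14.15 FPKM in CON replicates 1 and 2 and at 0.812 FPKM in CON replicate 3, a spread wider than its difference between groups. Gapdh, the reference gene of the study for qRT-PCR, had 5.05 ± 1.81 FPKM in PND and 3.87 ± 1.26 FPKM in CON, with an unadjusted p of 0.308.

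**Figure D3:**
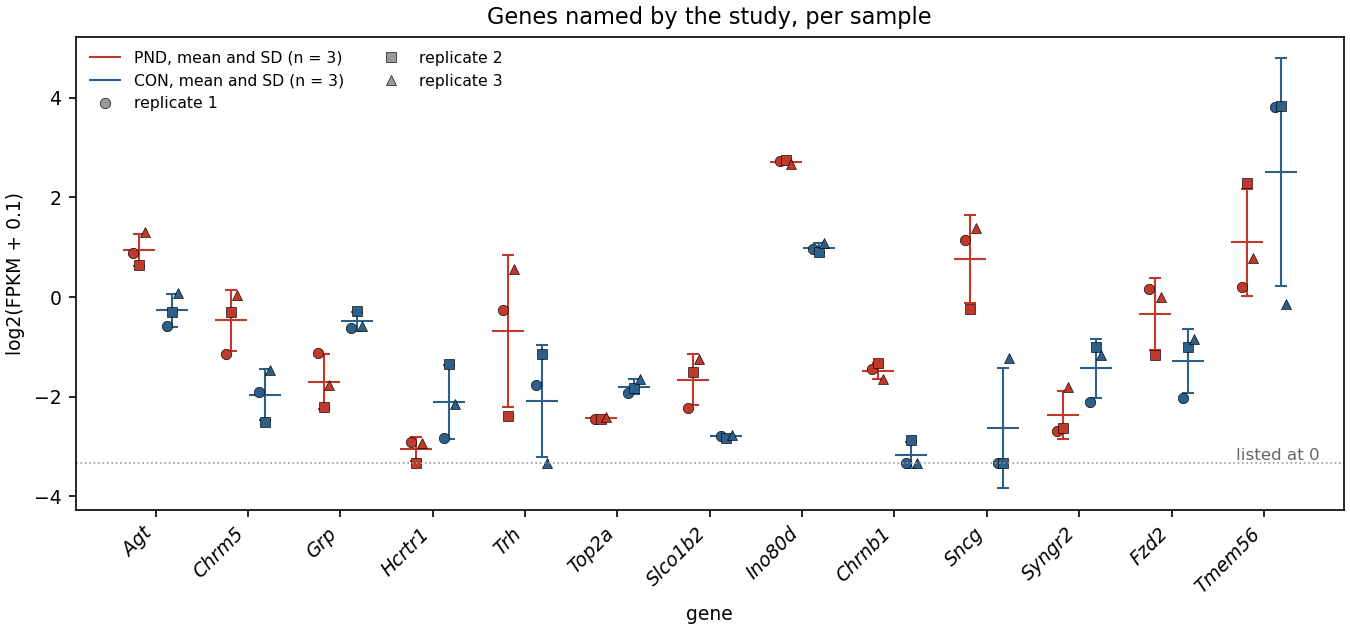
log2(FPKM + 0.1) (vertical axis) of the 13 genes named by the study (horizontal axis) in each sample, with symbols for replicates 1 to 3, red for PND and blue for CON, and horizontal bars with whiskers for the mean and SD (n = 3). The groups do not overlap in 9 genes, among them Ino80d, Agt and Sncg, and they overlap in Trh, Syngr2, Fzd2 and Tmem56, while the dotted line marks genes listed at 0.

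The study reports NF-kappaB signalling and pattern recognition among the enriched terms of its mRNAs, so it was asked whether sets of marker genes shifted as a group. This is a different question from that of the study, which tested its differentially expressed mRNAs for enriched terms. Here camera tested the mean shift of separately written gene lists, so the result does not test the enrichment of the study. Of 16 sets, 5 had a camera adjusted p below 0.05. The inflammation and NF-kappaB set was not among them, with a mean log2 fold change of 0.16, 14 of its 23 tested genes higher and an adjusted p of 0.265. The choroid plexus set had a mean log2 fold change of 0.53 (adjusted p 0.000296), and 8 of the 9 genes that passed the filter, of 20 listed, were higher in PND. The set of hypothalamus, septum and basal forebrain genes had a mean of 0.63 (adjusted p 0.00080), with 9 of 10 tested genes higher. The reactive astrocyte set had a mean of 0.28 (adjusted p 0.00565), with 12 of 15 genes higher. In these 3 sets the mean of each of the 3 PND samples lay above that of each CON sample. For hypothalamus, septum and basal forebrain, CON replicates 1 and 3 (0.16 and 0.061) lay close to PND replicates 1 and 3 (0.20 and 0.21). CON replicate 2 stood at -1.17, and without it the mean log2 fold change of that set was 0.092 (camera adjusted p 0.382). The immediate-early genes, which neurons induce upon activity, had a mean of -0.23 (adjusted p 0.000296), with 16 of 20 genes lower. The interferon response set had a mean of -0.26 (adjusted p 0.00889), with 11 of 15 genes lower. In both of the latter sets the sample means overlapped between the groups. With an inter-gene correlation estimated from the samples in place of the preset 0.01, 0 sets had an adjusted p below 0.05, and the smallest adjusted p was 0.309. With the replicate block, for which the check of the pairing gave -0.157, 6 sets had an adjusted p below 0.05. These were the same 5, with 0.00055 for the choroid plexus, hypothalamic and immediate-early sets, 0.0253 for reactive astrocytes and 0.00733 for interferon response, and the striatal set with 0.042.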

Values the study reported

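The study reported 21006 mRNAs in the prefrontal cortex and 266 differentially expressed mRNAs in the PND group. Of the latter, 160 were given as up-regulated and 106 as down-regulated. In its protein interaction network 42 mRNAs were mapped, with 23 higher and 19 lower, and 6 of them were named as hub genes.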

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

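The GC correction, its combination with the replicate block, and voom on estimated fragments were chosen after seeing the data. The other alternatives were fixed before the data were examined, and those written for counts were not run because the values are FPKM. The number of genes past the study's cut-off, 241, stayed within 1.5 times that number under 10 alternatives that kept all samples, between 226 with the replicate block and 315 without a filter. It was 25 with a pseudocount of 1, 59 with a mean of at least 1 FPKM and 88 with an unadjusted p below 0.01. It ranged from 235 to 388 across the 6 fits that each left out a sample, and between 132 and 168 of the genes called there were among the 241. The split of 153 higher and 88 lower genes became 124 and 116 with quantile normalization, which moved the median log2 fold change from 0.012 to -0.00012, and 161 and 93 with median centring. Without CON replicate 2 it became 286 and 102, and without PND replicate 3 it became 107 and 128. The cause was not tested.

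The count of 2 genes with an adjusted p below 0.05 became 1 with median centring and 1 with voom on the estimated fragments. It became 0 with a pseudocount of 1, quantile normalization, no filter, the replicate block, and GC correction with the replicate block. The numbers of genes with an unadjusted p below 0.05 in these 5 fits were 579, 581, 681, 361 and 641. It ranged from 0 to 5 across the fits that left out a sample, where between 406 and 960 genes had an unadjusted p below 0.05. The cause was not tested. Without the intensity trend the count was 2, but 0 of these genes were among the 2 reported. GC correction alone gave 3 such genes, among them both that were reported, and 793 genes with an unadjusted p below 0.05.

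Of the 13 study genes, between 5 and 9 had an unadjusted p below 0.05 in the alternatives run with the filter on low values, against 7 as reported. Hcrtr1, below that filter in the reported fit, added none to these counts. In limma fits without the filter its unadjusted p was 0.0131 without CON replicate 1 and 0.0111 with GC correction. It was 0.0285 with GC correction and the block, 0.0494 with voom, and above 0.05 in the other alternatives. None of the 22 named genes changed direction in any alternative run for it. Of 264 values of single genes, 244 kept their side of the threshold, 8 lost an unadjusted p below 0.05 and 12 gained it. Of the 8 losses 6 were of Slco1b2, in the replicate block fit and in 5 of the fits that left out a sample.

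Of the gene sets, the 5 with an adjusted p below 0.05 kept their direction. With the estimated inter-gene correlation 0 sets passed. The means stayed at 0.53 for choroid plexus, 0.63 for hypothalamus, septum and basal forebrain, -0.23 for immediate-early genes, -0.26 for interferon response and 0.28 for reactive astrocytes, and the adjusted p-values rose to 0.309, 0.471, 0.438, 0.378 and 0.309. The estimated correlations ranged from -0.042 to 0.57 over the 16 sets, and each rests on 6 samples. Across the fits that left out a sample, from 1 to 7 sets passed, with the fewest without CON replicate 2. The means ranged from 0.38 to 0.61 for choroid plexus, from 0.092 to 0.87 for hypothalamus, septum and basal forebrain, from -0.46 to -0.066 for immediate-early genes, from -0.35 to -0.17 for interferon response and from 0.15 to 0.29 for reactive astrocytes. Each of these sets had an adjusted p above 0.05 in at least 1 of these fits. The smallest adjusted p in any alternative was 3.71e-05 for choroid plexus, 3.00e-05 for hypothalamus, septum and basal forebrain, 3.24e-07 for immediate-early genes, 0.00733 for interferon response and 0.00427 for reactive astrocytes. The inflammation and NF-kappaB set stayed above 0.05 in every alternative run, with adjusted p-values from 0.241 to 0.732.

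Reversals were found only among sets that had an adjusted p above 0.05. The mean of the meningeal and perivascular fibroblast set changed from 0.026 to -0.019 with GC correction, with and without the replicate block, and ranged from -0.17 to 0.18 when a sample was left out. In the same fits the means ranged from -0.26 to 0.069 for microglia, from -0.017 to 0.92 for red blood cells, from -0.10 to 0.036 for upper cortical layers and from -0.0052 to 0.43 for striatal neurons. Of the values of these sets, 11 gained an adjusted p below 0.05, all for oligodendrocytes, striatal neurons and microglia. The cause was not tested. The depth limits the result for low genes most, since 161 of 239 called genes held fewer than 60 fragments over the 6 samples.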

Other observations

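The tests of the glucocorticoid-response and clock genes for GC content and time of day, of the marker sets for GC content, of the main axis of variation, of genes at 2 levels by split and by GC content, of mt-Atp6, of the row order and of the simulated fragments were chosen only after the result was seen. The genes named below that the report does not name were singled out after their values were seen.

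Other splits of the 6 samples gave as many genes past the cut-off. There are 10 ways to part the samples into 2 groups of 3, and in 4 of them all 3 same-numbered pairs are parted. Of these 4 splits, 3 gave at least 241 genes, the real one included, and 2 gave at least 2 genes with an adjusted p below 0.05. Over all 10 splits, of which the other 6 part a single pair, the numbers were 6 and 4. The counts ranged from 186 to 711 genes, with the highest count where PND replicates 1 and 3 and CON replicate 2, the samples richer in GC-rich transcripts, stood against the rest. After GC correction the counts ranged from 200 to 329, and 4 of the 10 splits gave at least the 258 genes of the real one. With 10 splits the share cannot fall under 10%, so this test could not have excluded a grouping without effect, whatever the real split gave.

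A candidate source of many calls is the sampling of few fragments. Genes with a mean below 1 FPKM made up 74.7% of the calls and 31.9% of the tested genes (Fisher's exact test, p 8.61e-43). In simulated fragments that carried the GC curves of the real samples, 185 genes without any change passed the cut-off, 172 of them with less than 1 FPKM, against 241 real calls. No limit for this number had been set beforehand, so it cannot tell how many of the real calls arose in this way. The simulation also made 169 adjusted p-values below 0.05 with 3 samples per group, so with 4-fold changes and a dispersion of 0.02 the number of samples alone would not account for the 2 found in the real data. The median exon length of the called genes was 1516 bases, at percentile 0 of 10000 random gene lists matched on mean FPKM, whose middle 95% lay between 2610 and 3329 bases. At a given FPKM a shorter gene holds fewer fragments, so this is consistent with the same source. GC content alone did not account for the calls. Log2 fold change followed GC content with a rho of 0.187 across genes, yet the correction left 258 calls, of which 223 were among the 241.

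The main axis of variation between samples may reflect library preparation or sequencing, since the gene loadings followed GC content with a rho of -0.68 and all 3 PND samples lay within the range of CON on it. GC curves of this kind could also account for the share of small p-values being under 5%. In the simulation with these curves 2.79% of the unchanged genes had an unadjusted p below 0.05, and correcting for GC raised this to 4.80%. In the real data the number rose from 569 to 793. No biological explanation of this axis was tested.

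Several of the sharpest differences may come from how fragments were assigned to genes. Among the 12387 genes with at least 1 FPKM, 99 fell into 2 levels at least 1 apart on the log2 scale, with the samples of each level spread over no more than 50% of the gap. Such genes included 6 that part PND from CON, namely Ino80d, Ctla2a, Zfp398, Rab12, Ube2l3 and Ccdc115. The other 9 splits of 3 and 3 held from 1 to 8 such genes, 29 in all. Of the 4 splits that part all same-numbered pairs the real one held the most (1 of 4), and over all 10 splits 3 held at least 6. A further 64 genes set 2 samples apart, and 26 of these parted a pair of samples at an end of the GC axis, so GC content may contribute to those. Genes at 2 levels overlapped an exon of another gene in 47.5% of cases against 34% of the other genes (Fisher's exact test, p 0.00744). They had a near-identical copy in 35.4% of cases against 20% of 500 randomly drawn genes (Fisher's exact test, p 0.00145). Ctla2a, Ube2l3 and Ccdc115 have such copies, Zfp398 shares only stretches of at most 128 bases, and Ino80d and Rab12 have none. Rab12 also overlaps no exon of another gene, so neither of these sources applies to it. A large and even difference between the groups would itself put a gene among those at 2 levels, so being among them does not speak against an effect of surgery.

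An example outside the comparison is mt-Atp6, which stood at 12595 and 12017 FPKM in PND replicates 2 and 3 and between 1542 and 2539 FPKM in the other 4 samples. A larger share of mitochondrial RNA does not account for this. The other 12 mitochondrial genes differed between the same samples by a mean of 0.19 on the log2 scale and by at most 0.41, against 2.63 for mt-Atp6. The near-identical copy Gm10925 did not change in the opposite direction, with 1484 and 1302 FPKM in these samples and 962 to 1317 FPKM in the others. The same samples stood apart for Gm26712, at 68.2 and 61.8 FPKM against 0.521 to 0.641 FPKM. It is a pseudogene on chromosome 6 (57689433 to 57689649) that lies inside Pyurf on the same strand. Both genes passed the study's cut-off although PND replicate 1 resembled CON.

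Gapdh was at 4.46 ± 1.54 FPKM over the 6 samples, while Hprt was at 75.6 ± 6.27 FPKM. Transcripts of 144 other genes match Gapdh nearly identically, and none was found for Hprt. Fragments lost to these copies are a candidate explanation for the low level of Gapdh, which was not tested further.

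A hypothesis from the gene list is a glucocorticoid response in PND. After several such genes were seen among the smallest p-values, a list of 28 other glucocorticoid-response genes was written before their values were looked at. Of these 24 were higher in PND, with a mean log2 fold change of 0.40 (camera p 6.23e-07). In the 6 fits that left out a sample the mean ranged from 0.20 to 0.53, with a camera p of at most 0.000553. Of the 4 splits that part all same-numbered pairs, and of all 10 splits, only 1, the real one, gave so small a p, and the smallest of the other splits was 0.000156. The adjusted p over the 3 added sets was 2.13e-06 after GC correction. The mean of circadian clock genes did not shift (adjusted p 0.514), but these genes peak in opposite phases, so a different time of day was not excluded. Resting astrocyte genes did not shift either with all samples in the fit (mean log2 fold change 0.11, camera p 0.514). Their mean was -0.11 without CON replicate 1 and 0.30 without CON replicate 2 (camera p 0.0522), so it depended on single samples. The sample means of the glucocorticoid-response set were not fully apart. PND replicate 2 (0.039) lay below CON replicate 2 (0.070), and CON replicate 1 (-0.61) was far below the rest. With an inter-gene correlation estimated from the samples (0.152) the camera p was 0.0677. The real split was the most extreme of the 10, but with 10 splits the share cannot fall under 10%, so this test could not have excluded a grouping without effect. A glucocorticoid response remains a hypothesis.

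The camera p-values of the marker sets need the same caution. The number of sets with an adjusted p below 0.05 ranged from 0 to 5 over the 10 splits, with a median of 3 in the 9 other splits, and 2 splits gave at least 5. Among the 4 splits that part all same-numbered pairs, a p as small as the real one was found for the choroid plexus, reactive astrocyte, interferon response and inflammation sets in 1 split, the real one. It was found in 2 splits for immediate-early genes and in 2 for hypothalamus, septum and basal forebrain. Over all 10 splits these numbers were the same except for interferon response, where it was 2. GC correction left the set means at 0.52 for choroid plexus, 0.59 for hypothalamus, septum and basal forebrain, -0.29 for immediate-early genes, -0.28 for interferon response and 0.25 for reactive astrocytes. The shifts were thus not fully explained by GC content as fitted here. The adjusted p-values after correction were 0.000396 for immediate-early genes, 0.000788 for choroid plexus, 0.0130 for hypothalamus, septum and basal forebrain, 0.0122 for reactive astrocytes and 0.0154 for interferon response. All of these sets could still reflect the grouping alone. For choroid plexus, tissue carried over at dissection was looked at through single markers. Clic6, the most abundant marker of the set in these samples, was higher in every PND sample than in every CON sample, with a log2 fold change of 0.80. As it belongs to the set whose rise was to be explained, this restates the rise and tests nothing. Ttr, another marker of the set, held about 3.89 fragments over the 6 samples together, 2.92 in PND and 0.97 in CON. So low a level speaks against carry-over only if Ttr fragments were not lost to near-identical copies. Ttr was not included in the search for copies, so carry-over was not excluded.

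The deposited lists were in the order of gene identifiers except for their first 123 rows. Of these rows 63.4% (78) held a gene past the cut-off here, against 0.781% (163) of the other rows (Fisher's exact test, p 2.57e-124). They held 8 of the 10 genes named for their small p. This is consistent with a ranking by a test of the authors that placed some genes first.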
